A study of Homo sapiens with 12 samples. Its data were reported in "The Effect of Vorinostat on the Development of Resistance to Doxorubicin in Neuroblastoma" (2012).

How the data were processed

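Gene expression was measured with Illumina bead arrays on 12 samples of human cells labelled SK-N-SH, a neuroblastoma cell line. The samples formed 4 groups of 3 arrays. WT was the parental line, WT-v the parental line given vorinostat alone, DoxR the line selected for doxorubicin resistance, and DoxR-v the line selected in the same way with intermittent vorinostat. Groups and replicate numbers were taken from the sample labels. The study describes triplicate RNA specimens per line, and neither this nor the labels state that replicates came from separate cultures.

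The authors deposited a table of non-normalized probe intensity, on a linear scale, for 47323 probes on each array. Beside each intensity the authors deposited a detection p-value, which compares the probe with the negative control probes of its array. Whether the scanner software had subtracted a background was not given in the sources used here. The authors also deposited a table of normalized intensity values, made with lumi 2.13.3 under R 3.0.1 per the submitters' processing notes. Each array of that table had a median of 166 and a lowest value of at least 145.7. Sorted values differed by at most 0.996 between arrays, and the values ranked the probes exactly as the non-normalized signal of the same array did (Spearman rho 1, against at most 0.863 for any other array). These values were therefore treated as quantile normalized on a linear scale. Their low end was compressed, which lowers the fold changes of dim probes, and the transformation used before the quantile step was not given. They served as an alternative here.

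For the main results, the non-normalized intensities were corrected for background with the normal-exponential model of neqc in limma 3.58.1 under R 4.3.3, using the detection p-values, with an offset of 16. The arrays were then quantile normalized and transformed to log2. Probes with a detection p-value below 0.01 on at least 1 array were tested, which left 21609 probes. A linear model with 1 mean per group was fitted to all 12 arrays with limma, so that the groups shared one estimate of the spread, and standard errors were moderated with eBayes. P-values were adjusted by the method of Benjamini and Hochberg over the probes tested. A probe was called at an adjusted p below 0.1 and a fold change above 1.5, the thresholds of the study. The comparisons were DoxR vs WT, DoxR-v vs WT, WT-v vs WT, DoxR-v vs DoxR and DoxR-v vs WT-v, and the interaction, which is the vorinostat difference among resistant cells minus the vorinostat difference among parental cells. The model was tested on simulated data for DoxR vs WT over 21609 probes, of which 200 were changed. All changed probes had a mean level above 7 on the log2 scale, and independent noise was drawn on normalized levels. The model recovered 98% of the 2-fold and 100% of the 4-fold changes, with 20 calls among unchanged probes and 0 calls in a comparison with no change. Recovery for dimmer probes and errors of the normalization were not tested in this way.

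Probes were named through the platform table. Of the 47323 probes, 30113 had 1 gene symbol, 8 had several and 17202 had none or were not listed, and 30074 matched a current gene by Entrez identifier (assembly GRCh38.p14). Among the tested probes, 16342 had 1 symbol, for 12089 genes. A gene was represented by its tested probe with the highest mean level over the 12 arrays. Among the genes named and the members of lists considered, ZMAT3 had probes called in opposite directions, in DoxR-v vs WT-v and in the interaction, and no other gene did. Where a probe was detected on no array of the dimmer group, only a bound could be given. Such folds are written as "at least", and compare the mean of the brighter group with the mean, in the dimmer group, of the higher of the lowest level among detected probes and the probe's own level on each array.

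The genes named in the text followed a rule. For DoxR vs WT, DoxR-v vs WT, WT-v vs WT and DoxR-v vs DoxR these were taken from the 7 largest rises and the 7 largest falls among called genes, and for the remaining comparisons from the 3 largest each way. All arrays of one group had to lie above all arrays of the other, and the higher group had to be detected on all its arrays. Unnamed or provisional features were left out. A further 16 genes were given in every comparison, namely ABCB1, ABCB6, ABCC4, ABCC5, ABCC9, BCL2, SIRT1, BDNF, TH, SST, PON2, EPAS1, HIF1A, YBX3, CALD1 and GSTP1, together with up to 4 members of each gene list described, those with the smallest adjusted p. A set of 27 gene lists was tested with camera in limma, on 1 probe per gene with a preset correlation of 0.01, and adjusted over the lists of a comparison. The lists covered the drug-resistance genes and the DoxR-v genes tabulated by the study, ABC drug efflux transporters, genes next to ABCB1, doxorubicin targets and reductases, p53 targets, apoptosis regulators, antioxidant and glutathione genes, HIF target genes, cholesterol biosynthesis, glycolysis, the TCA cycle, fatty acid oxidation, adrenergic neuroblast markers, mesenchymal S-type markers, Schwann and glial markers, the MYCN amplicon, neuropeptides and granins, neurotrophin and GDNF signalling, HDACs and sirtuins, genes often induced by HDAC inhibition, tubulins and microtubule proteins, proliferation, interferon-stimulated genes, MHC class I antigen presentation, ER stress and amino acid response, and heat shock proteins. Camera with an estimated correlation and fry were run beside it. Counts of list members at an unadjusted p below 0.05 carried no fold threshold. Of all 21609 tested probes, 8692 (DoxR-v vs WT-v) to 10319 (DoxR vs WT) passed that p, depending on the comparison. The sample groups, tests, thresholds, gene lists, naming rule and most alternatives were set before the data were examined.

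Alternatives were log2 signals quantile normalized without background correction, background-corrected arrays scaled to one median, the authors' normalized values, no filter on detection, detection on all 3 arrays of at least 1 group, other thresholds, fits on the 6 arrays compared, the replicate number as a block, averaged probes, eBayes with trend and robust options, and each array left out in turn. Gene list tests under median scaling and on the authors' values were added after the data had been seen. For comparisons that share the WT arrays, overlaps and correlations were set beside 50 simulations of unchanged groups and beside the overlap of independent lists. The 3 WT arrays were too few to be split into separate controls of 2 arrays each. For the genes next to ABCB1, 10000 random lists matched on level were drawn from all genes with a tested probe. Chromosomes were examined over genes with a mean level above 7 on the log2 scale. There 1000 shuffles of gene order, and 1000 random lists matched on level per autosome, were drawn. Running medians took a window of 30 genes, raised to the next odd number. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

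Between 14969 and 17220 probes per array had a detection p-value below 0.01. The median signal per array lay between 86.9 and 108. Array data give no counts, so precision was limited by the number of arrays.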

Results

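Transcript levels were collected from 12 arrays of cells labelled SK-N-SH, in 4 groups of 3 arrays, namely WT, WT-v, DoxR and DoxR-v. Between 14969 and 17220 probes were detected per array, and non-normalized signals ran from 62 to 18897. Arrays of a group were close to each other (r of 0.982 to 0.992 within groups, 0.936 to 0.971 between groups). The first principal component held 35.7% of the variance and set the DoxR arrays (64.8 to 67.2) apart from all other arrays, which lay below 0. The second held 23.4% and parted WT (26.1 to 50.3) from WT-v (-49.5 to -33.4). WT replicate 3 lay apart from the other WT arrays on the second component (26.1 against 46.3 and 50.3), and without it the calls rose from 6415 to 7342 in DoxR vs WT, from 4821 to 5790 in DoxR-v vs WT and from 5352 to 6483 in WT-v vs WT. The study describes its RNA samples as triplicate specimens of each line. Neither this nor the labels say that the replicates were separate cultures, so they may be technical, and the p-values below measure only the spread between these samples. Each group stands for 1 line, so a difference between groups cannot be assigned to the drug that the group received.

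**Figure D1:**
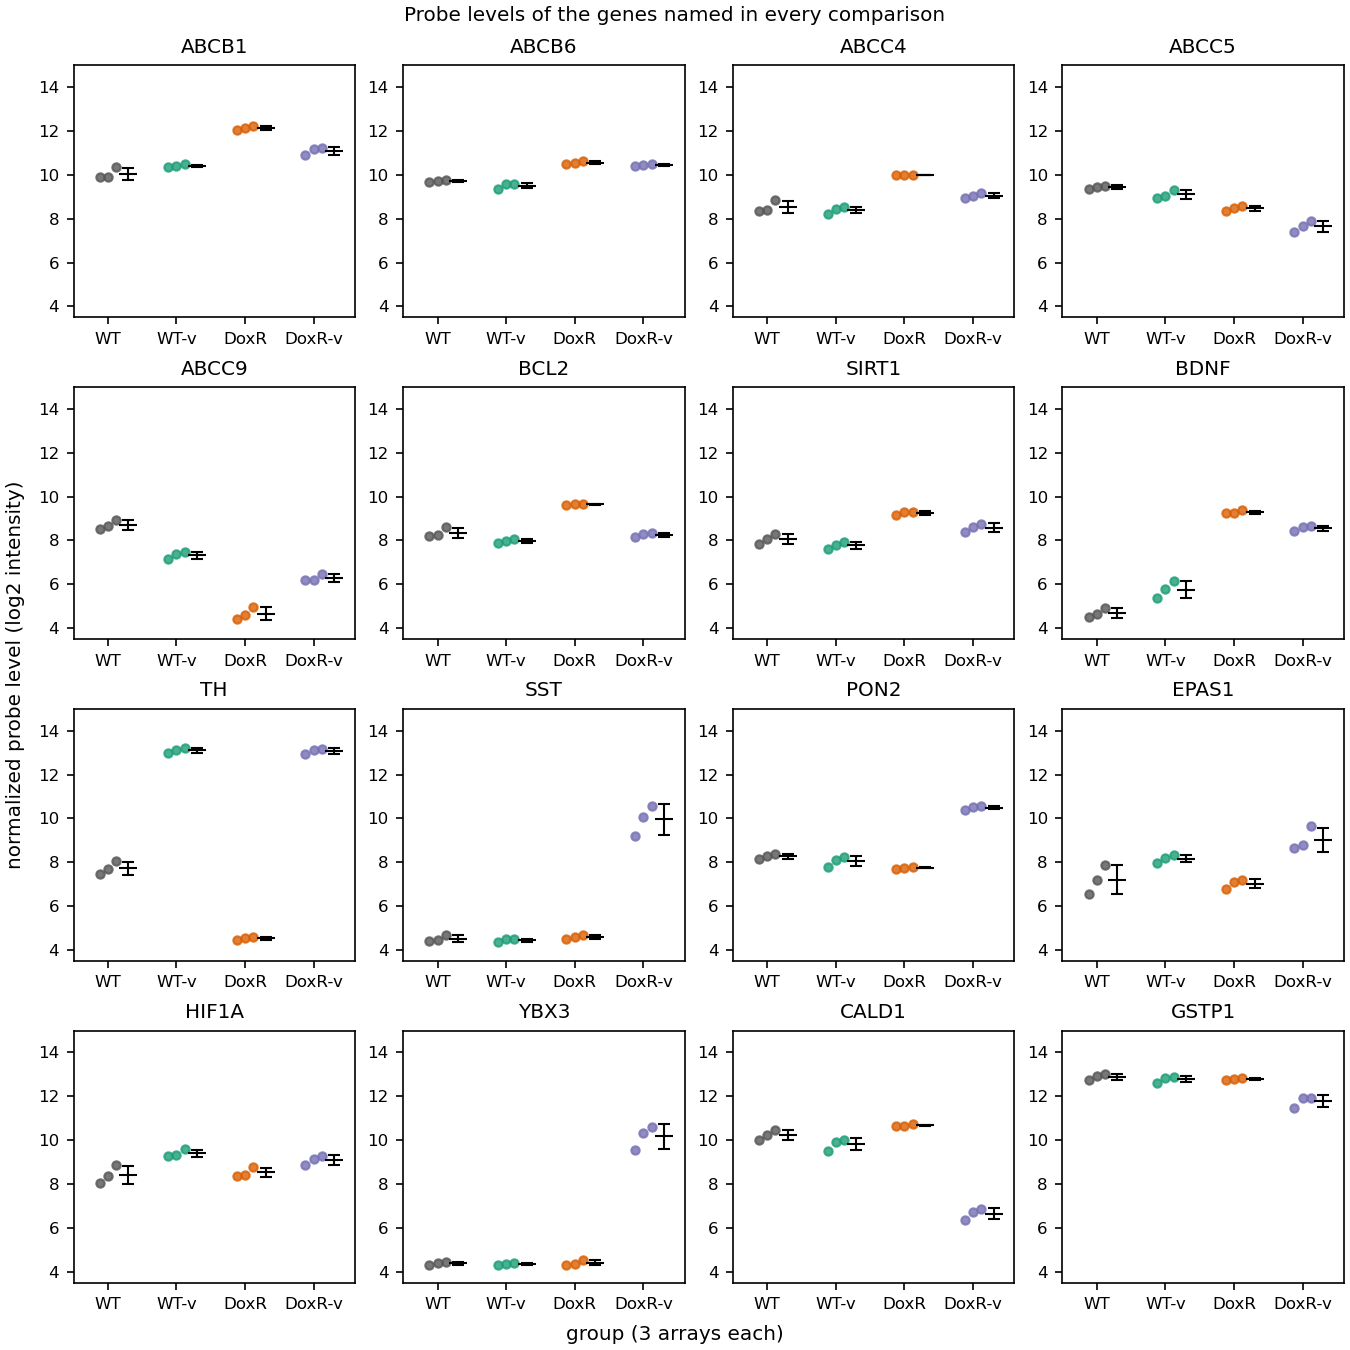
Normalized log2 intensity of the 16 genes given in every comparison, with 1 dot per array, sorted by level within each group. The bar beside the dots shows the mean and SD of the 3 arrays.

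DoxR was set against WT to ask which transcripts differed in the line selected with doxorubicin alone. The drug efflux pump gene ABCB1 rose, and so did most measured genes beside it on chromosome 7. TH and DBH, which encode enzymes of catecholamine synthesis, were both strongly lower. BDNF, which was not detected in WT, rose to a clear signal. The anti-apoptotic gene BCL2 and the deacetylase gene SIRT1 also rose.

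The largest rises in DoxR included several transcripts that were not detected in WT. FGL2, which encodes a secreted fibrinogen-like protein, rose at least 52.3-fold (log2 6.60, SE 0.15, adjusted p = 9.41e-12). Such a bound sets the mean of the bright group against the mean of the dim group, taking on each dim array the higher of the probe's own level and the lowest level among detected probes. The leucine-rich repeat gene LRRC17 was detected in every group and rose 73.8-fold (log2 6.21, SE 0.17). GPR83, a G protein-coupled receptor, rose at least 26.0-fold, and GRIN1, the obligatory subunit of NMDA receptors, at least 28.8-fold. MECOM, a zinc-finger transcription factor, rose at least 29.9-fold, EPB41L3, which links the membrane to the cytoskeleton, at least 16.2-fold, and TRIM7, an E3 ubiquitin ligase, at least 16.8-fold. For GRIN1 and for MECOM, neither of the 2 other tested probes was called in DoxR. Among the falls, DLK1, a membrane protein with EGF-like repeats, dropped 50.6-fold (log2 -5.66, adjusted p = 5.84e-12). RPL39L, a ribosomal protein paralogue, fell at least 26.9-fold, and TAGLN3, a neuronal protein of the calponin family, at least 26.7-fold. TCEAL7 fell at least 21.4-fold, the surface glycoprotein CD24 at least 15.6-fold, and the vault protein PARP4 at least 15.2-fold.

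Among transporters, ABCB1, which encodes P-glycoprotein, rose 4.26-fold in DoxR (log2 2.09, SE 0.15, adjusted p = 2.66e-07). ABCC4 rose 2.73-fold and ABCB6 1.79-fold, while ABCC5 fell 1.95-fold. That call for ABCC5 ended when the probes of the gene were averaged (log2 -0.26). ABCC9, the sulfonylurea receptor subunit of potassium channels, fell at least 10.7-fold, and ABCC3 also fell (log2 -2.03). BCL2 rose 2.48-fold and SIRT1 2.28-fold. The neurotrophin BDNF rose at least 14.7-fold. TH, the rate-limiting enzyme of catecholamine synthesis, fell at least 5.46-fold, and DBH, which makes noradrenaline from dopamine, fell by 3.96 on the log2 scale. CDKN1A, which encodes the cell cycle inhibitor p21, was lower as well (log2 -4.28). SST (log2 0.08), PON2 (-0.52), EPAS1 (-0.18), HIF1A (0.10), YBX3 (0.04), CALD1 (0.44) and GSTP1 (-0.11) were not called, although median scaling called CALD1 (0.62).

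Genes next to ABCB1 made up the gene list with the smallest p in DoxR. Of 14 measured neighbours 11 rose and 0 fell (median log2 1.64, adjusted p = 1.86e-06, adjusted p = 0.0118 with an estimated correlation). Limma at an unadjusted p below 0.05, which here and below carried no fold threshold, gave the same 11 and 0. Of all 21609 tested probes, 10319 passed that p in DoxR. The rises included ADAM22 (log2 2.79), ELAPOR2 (at least 5.04-fold), CROT, a peroxisomal carnitine transferase (2.37), DBF4, a kinase activator needed for DNA replication (2.28), SLC25A40, a mitochondrial carrier (2.09), RUNDC3B (1.92), TMEM243 (1.72) and SRI, a calcium-binding protein (1.56). STEAP1 (-0.05), CFAP69 (0.13) and GTPBP10 (0.24) were not called. Neurotrophin and GDNF signalling genes rose as well, 3 of 6 with 0 lower, also by limma at an unadjusted p below 0.05 (median log2 0.81, or 0.46 with bounds for undetected genes, adjusted p = 0.0524, but adjusted p = 0.245 with an estimated correlation). Those were BDNF, the GDNF family receptor gene RET (log2 1.76) and its co-receptor gene GFRA1 (at least 1.54-fold). In every list and comparison of this report, adjusting over the list alone gave the same counts as adjusting over all probes, save for fatty acid oxidation in the interaction (9 higher and 1 lower over the list alone, 9 and 0 over all probes).

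**Figure D2:**
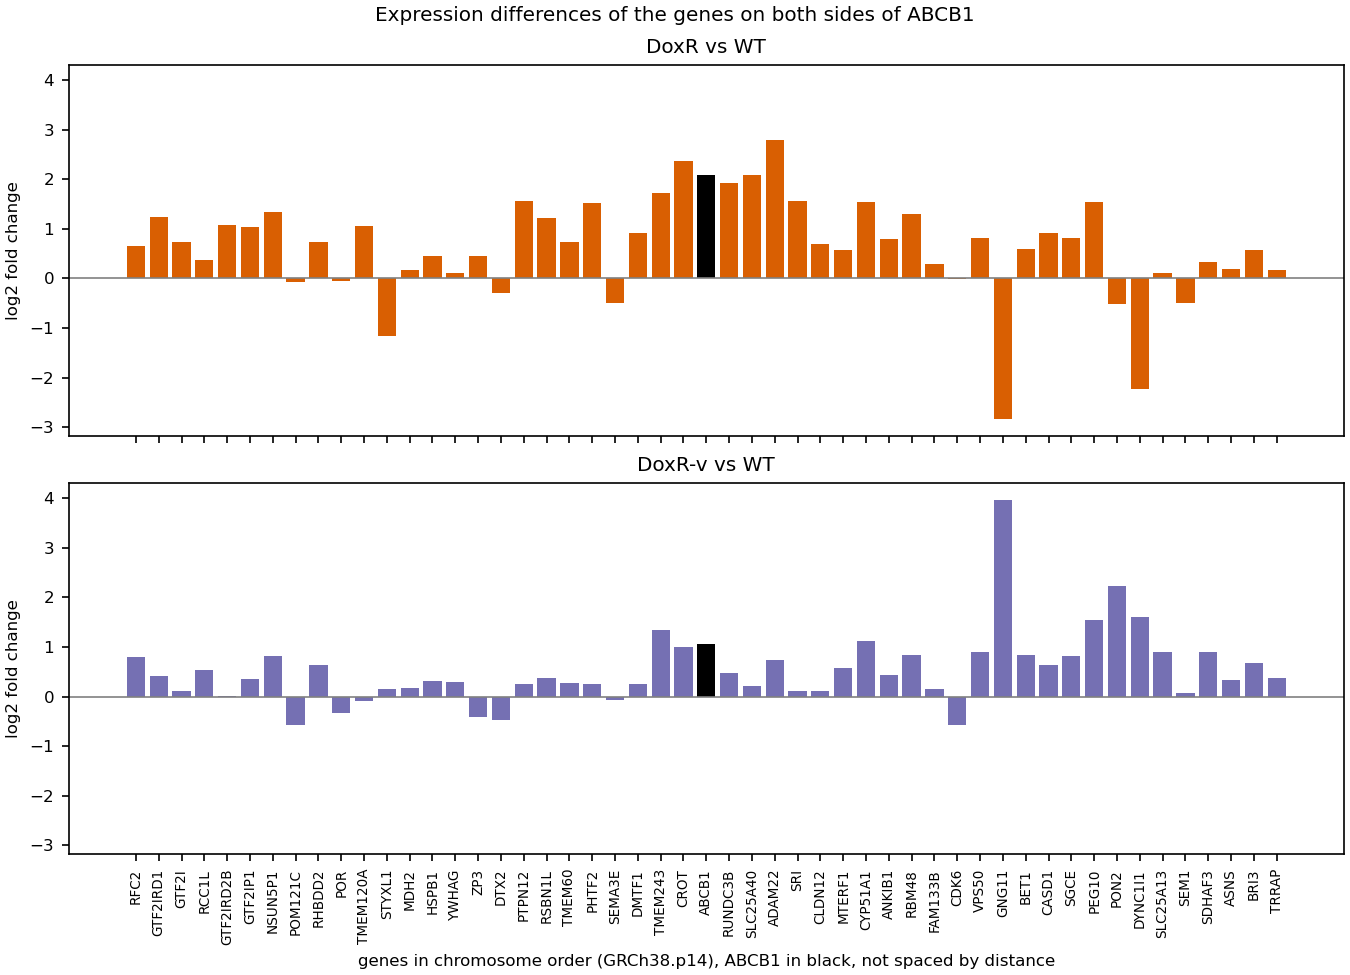
Log2 fold changes from WT in DoxR and in DoxR-v of the genes on each side of ABCB1 (black) with a mean level of at least 7 on the log2 scale. Genes stand in the order of assembly GRCh38.p14 and are not spaced by distance.

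No other list was called in DoxR, and many moved in a mixed way. Mesenchymal S-type markers gave 5 higher and 3 lower of 19, with the intermediate filament gene VIM (log2 4.05), the hyaluronan receptor gene CD44 (3.12), COL3A1 (at least 3.79-fold) and the transcription factor gene SNAI2 (2.57) higher. Adrenergic neuroblast markers gave 4 higher and 7 lower of 22, with SOX11 higher (at least 1.92-fold) and the vesicular transporter gene SLC18A1 lower (-1.75). HIF target genes gave 2 higher and 11 lower of 28 (median log2 -0.30, adjusted p = 0.315), or 5 and 9 under median scaling, with ALDOC (-2.01) and PFKFB4 (-2.21) lower and PFKFB3 (1.84) and CA12 (at least 2.27-fold) higher. Among doxorubicin targets and reductases 4 rose and 1 fell of 10, including the aldo-keto reductase genes AKR1C2 (2.73) and AKR1C3 (1.11) and the quinone reductase gene NQO1 (1.33). Antioxidant and glutathione genes gave 7 higher and 4 lower of 35, with GPX3 lower (at least 5.66-fold). P53 targets gave 5 higher and 4 lower of 22, apoptosis regulators 3 and 5 of 21, ABC drug efflux transporters 3 and 2 of 8, and tubulins and microtubule proteins 5 and 5 of 29, among them TUBA4A (3.61) and DCX (2.15). Interferon-stimulated genes gave 3 higher and 5 lower of 18, with IFI16 higher (at least 15.5-fold) and ISG15 lower (at least 3.91-fold). The drug-resistance list was 6 higher and 6 lower of 22, and the DoxR-v list 4 and 2 of 45. Both lists were chosen by the study, on these cell lines, and are not independent evidence.

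The remaining lists in DoxR gave small counts. Cholesterol biosynthesis gave 4 higher and 4 lower of 21, glycolysis 2 and 2 of 17, the TCA cycle 0 and 2 of 16, and fatty acid oxidation 0 and 2 of 20. Neuropeptides and granins gave 5 higher and 4 lower of 18, with NPY (log2 4.18) and NMU (3.31) higher and SCG5 lower (-3.38). HDACs and sirtuins gave 1 higher and 2 lower of 17, genes often induced by HDAC inhibition 3 and 5 of 13, proliferation genes 5 and 1 of 29, ER stress and amino acid response genes 1 and 3 of 19, and heat shock proteins 2 and 2 of 14. Schwann and glial markers gave 1 and 1 of 3, MHC class I antigen presentation 0 and 0 of 10, and the MYCN amplicon 0 and 0 of 3. At an unadjusted p below 0.05, limma gave 0 higher and 2 lower for MHC class I and 0 and 0 for the MYCN amplicon. For the TCA cycle it gave 3 and 4, and for fatty acid oxidation 6 and 6. Under median scaling, where the median of all probes was 0.13, the TCA cycle gave 3 higher and 1 lower. Fatty acid oxidation then gave 5 and 1, and HDACs and sirtuins 6 and 1. Median, mean and test differed in sign for the study's resistance genes, ABC transporters, the TCA cycle, glycolysis, Schwann markers, neuropeptides and heat shock proteins.

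In total, limma called 3282 probes higher and 3133 lower in DoxR, 6415 or 29.7% of the 21609 tested (2072 genes higher, 1932 lower). Higher probes made up 51.2% of the calls, but 73.1% (4866 higher, 1789 lower) when each array was scaled to one median. On log2 signals without background correction 3281 probes were called, and on the authors' normalized values 2072.

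The comparison of DoxR-v with WT asked which transcripts differed in the line selected with doxorubicin and intermittent vorinostat. ABCB1 rose here too, but less than in DoxR. The peptide hormone gene SST and the cold shock domain gene YBX3, both undetected in all other groups, became strongly expressed. TH rose in DoxR-v, the opposite of its fall in DoxR. Several cholesterol biosynthesis genes fell, including HMGCS1 and NSDHL, and several proliferation genes rose, including AURKA and TYMS.

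YBX3 rose at least 27.0-fold in DoxR-v (log2 5.79, SE 0.21, adjusted p = 1.46e-09), and SST, which encodes somatostatin, at least 23.3-fold (log2 5.44, SE 0.25, adjusted p = 7.94e-09). GRIN1 rose at least 31.1-fold, TH 40.7-fold (adjusted p = 2.26e-10) and NPY, a peptide transmitter of sympathetic neurons, 27.7-fold. The calcium-binding protein gene GCA rose at least 14.2-fold and the secreted peptide gene PROK2 at least 13.5-fold. TCEAL7 fell at least 21.1-fold, as in DoxR. TMSB4X, which encodes an actin-sequestering peptide, fell 20.6-fold, and CDKN2A, which encodes cyclin-dependent kinase inhibitor p16 and ARF, fell 16-fold. PGAM2, a muscle form of a glycolytic mutase, fell 16-fold, the collagen gene COL22A1 at least 8.54-fold, GABRB1, a subunit of GABA-A receptors, at least 7.38-fold, and the homeobox gene PITX1 12.7-fold. PON2, an intracellular paraoxonase, rose 4.68-fold (adjusted p = 8.96e-08), and EPAS1, a hypoxia-inducible transcription factor, 3.52-fold (log2 1.82, SE 0.30, adjusted p = 0.000611). CALD1, an actin-binding protein, fell 12.0-fold, and GSTP1, a glutathione transferase, 2.18-fold.

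ABCB1 rose 2.08-fold in DoxR-v (log2 1.05, adjusted p = 0.000207) and ABCB6 1.66-fold. ABCC5 fell 3.45-fold and ABCC9 5.33-fold, and BDNF rose at least 8.85-fold. No other tested probe of ABCC9 or of BDNF was called. HIF1A rose 1.59-fold (log2 0.67, adjusted p = 0.0221), but the call ended without WT replicate 2 (0.48, adjusted p = 0.0959) or without DoxR-v replicate 1 (0.57, adjusted p = 0.0869), and also on log2 signals without background correction (0.57), on the authors' values (0.47) and with averaged probes (0.58). ABCC4 (0.51), SIRT1 (0.53) and BCL2 (-0.09) were not called. ABCC4 was called without WT replicate 3 (0.67), and SIRT1 without WT replicate 3 (0.65) or DoxR-v replicate 2 (0.63). Median scaling called both ABCC4 (0.97) and SIRT1 (1.00).

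The cholesterol biosynthesis list was lower in DoxR-v, with 10 of 21 genes lower and 1 higher (median log2 -0.47, adjusted p = 0.0037, but adjusted p = 0.241 with an estimated correlation), or 4 lower and 1 higher under median scaling. The sterol enzyme genes MSMO1 (-1.74), NSDHL (-1.73), EBP (-1.56) and HMGCS1 (-1.39) were among the falls. The proliferation list was higher, with 9 of 29 genes called and none lower (median log2 0.38, adjusted p = 0.00486, but adjusted p = 0.539 with an estimated correlation), or 18 and 0 by limma at an unadjusted p below 0.05, including the transcription factor gene E2F2 (0.78), the mitotic kinase genes AURKA (0.68) and BUB1 (0.82) and the thymidylate synthase gene TYMS (0.67). Genes next to ABCB1 gave 5 higher and 0 lower of 14 (6 and 0 by limma at an unadjusted p below 0.05, median log2 0.30, adjusted p = 0.00486, but adjusted p = 0.168 with an estimated correlation), with ELAPOR2 (at least 12.4-fold), STEAP1 (at least 1.39-fold), TMEM243 (1.34) and CROT (1.01) higher. Chromosome 7 as a whole was about as high in DoxR-v (median log2 0.31 over 364 genes with a mean level above 7). The list median in DoxR-v therefore does not set these genes apart from their chromosome. In DoxR the chromosome median was -0.01. The study's DoxR-v genes, chosen on these samples and so not independent evidence, gave 24 higher and 21 lower of 45 and no joint direction (adjusted p = 0.493). Among them CCNO (at least 6.39-fold) and EVA1C (at least 6.18-fold) rose.

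Other lists in DoxR-v were not called. HIF target genes gave 4 higher and 11 lower of 28 although EPAS1 itself rose, with VEGFA (log2 -1.90), NDRG1 (-2.89) and ALDOC (-1.58) lower and PFKFB3 higher (2.03), and the median of that list was -0.33. Under median scaling it gave 7 higher and 6 lower, with a median of 0.03, or -0.23 less the median of all probes (0.26). Antioxidant and glutathione genes gave 10 higher and 5 lower of 35, with NQO1 (1.68) and the heme oxygenase gene HMOX1 (1.98) higher and MGST2 lower (-1.67). Neuropeptides and granins gave 6 higher and 2 lower of 18 (adjusted p = 0.174), and mesenchymal S-type markers 3 and 4 of 19, with CD44 (3.48) and VIM (2.22) higher. Genes often induced by HDAC inhibition gave 0 higher and 4 lower of 13 by limma, or 1 and 8 at an unadjusted p below 0.05. Under median scaling they gave 2 higher and 1 lower, with a median of -0.14, or -0.40 less the median of all probes. AKR1C2 fell (-2.50), whereas it had risen in DoxR. Median, mean and test differed in sign for the study's resistance genes (4 higher, 4 lower) and for adrenergic (2 higher, 4 lower) and mesenchymal markers.

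Limma called 2457 probes higher and 2364 lower in DoxR-v, 4821 or 22.3% of those tested (1525 genes higher, 1425 lower). The share of higher probes was 51.0%, against 87.2% under median scaling (6035 higher, 884 lower), so the balance of rises and falls rests on the normalization. Without background correction 2179 probes were called, and 1323 on the authors' values.

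Of the probes called in DoxR-v, 1506 were called in neither DoxR nor WT-v against WT (823 higher, 683 lower, 881 genes). Under median scaling 1806 probes were called only in DoxR-v (1561 higher, 245 lower), among them 618 of the 1506. A failed test in the other groups is no evidence of a difference, so the difference itself was tested, and 903 of them also differed from DoxR and from WT-v in the same direction (539 higher, 364 lower). Of all probes called in DoxR-v vs WT, 1390 differed from both groups in that way. From the study's DoxR-v list, 30 of 45 measured genes were called only in DoxR-v, and all 30 differed from both groups. SST, YBX3, PON2, EPAS1 and CALD1 belong to that list, which was drawn from these samples. SST was at least 25.5-fold higher than in DoxR and at least 26.6-fold higher than in WT-v, YBX3 at least 29.6-fold and 30.9-fold, and PON2 6.72-fold and 5.45-fold. EPAS1 was also called in WT-v vs WT, so it is not among the probes called only in DoxR-v.

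WT-v was compared with WT to ask what differed in the parental line after vorinostat alone. TH rose about as much as in DoxR-v, and SCG5 and QPCT, which act in the processing of peptide hormones, fell. Proliferation genes such as CENPF and TTK rose while the cell cycle inhibitor gene CDKN1A fell strongly. The interferon-induced transcripts ISG15 and OAS1 were lower. ABCB1 was not called.

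MAGEB2, a cancer-testis antigen, rose at least 29.6-fold in WT-v, TH rose 41.6-fold and GCA at least 21.5-fold. IGFBP3, which binds insulin-like growth factors, rose at least 14.9-fold, MSN, which links actin to the membrane, 18.6-fold, MECOM at least 9.10-fold and LRRC17 10.6-fold. For MECOM, and for ABCC9 below, no other tested probe was called in WT-v. CDKN1A fell 22.1-fold (log2 -4.47, adjusted p = 1.19e-09) and SCG5, a chaperone of a prohormone convertase, 21.6-fold. The phosphatase gene PPEF1 fell at least 13-fold, the adhesion receptor gene ADGRG2 18.0-fold, ENPP2, which encodes autotaxin, 17.9-fold, the protocadherin gene PCDH19 at least 9.97-fold, and QPCT, a glutaminyl cyclase that modifies peptide hormones, at least 12.6-fold. Of the genes given in every comparison, ABCC9 fell (log2 -1.37) and HIF1A rose 1.97-fold (log2 0.98, adjusted p = 0.00234), although the HIF1A call ended with averaged probes (0.56). EPAS1 rose 1.94-fold (log2 0.95, adjusted p = 0.0274), but not without WT replicate 2 (0.62, adjusted p = 0.121) or on the authors' values (0.47). BDNF was called at a log2 of 1.07, a rise of at least 1.28-fold, and the call ended on log2 signals without background correction (0.41), on the authors' values (0.19) and with averaged probes (0.46). Not called were ABCB1 (0.35, adjusted p = 0.0938, called at 0.67 under median scaling), ABCB6 (-0.22), ABCC4 (-0.15), ABCC5 (-0.33), BCL2 (-0.36), SIRT1 (-0.28), SST (-0.08), PON2 (-0.22), YBX3 (-0.02), CALD1 (-0.42) and GSTP1 (-0.12).

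The proliferation list was higher in WT-v, with 17 of 29 genes called with 0 lower, or 22 and 0 by limma at an unadjusted p below 0.05 with no fold threshold (median log2 0.64, adjusted p = 3.03e-06, but adjusted p = 0.252 with an estimated correlation). Of all 21609 tested probes, 9462 passed that p in WT-v. CENPF (1.09), the mitotic kinase gene TTK (0.96), TOP2A, the topoisomerase that doxorubicin targets (0.82), and TYMS (0.75) were among the called genes of the list. The list of neuropeptides and granins was lower, with 7 of 18 lower and 2 higher (median log2 -0.42, adjusted p = 0.00757, but adjusted p = 0.252 with an estimated correlation). CRH (-2.52) and GAL (-1.11) were lower beside SCG5, while NPY rose (2.48). Interferon-stimulated genes gave 9 lower and none higher of 18 (median log2 -0.52, or -0.30 with bounds for undetected genes, adjusted p = 0.0298, but adjusted p = 0.252 with an estimated correlation), or 9 lower and 1 higher by limma at an unadjusted p below 0.05 and 5 lower and 2 higher under median scaling, with ISG15 (at least 4.08-fold), IFI35 (-1.16), ISG20 (-1.16) and OAS1 (-1.05) lower. Fatty acid oxidation genes gave 3 lower and 0 higher of 20, or 10 and 0 by limma at an unadjusted p below 0.05 (median log2 -0.23, adjusted p = 0.0411, but adjusted p = 0.265 with an estimated correlation), and the call ended under median scaling (adjusted p = 0.198), where the median was 0.13, or -0.12 less the median of all probes (0.24). The members lower were ACSL1 (-1.15), ECHS1 (-1.06) and DECR1 (-0.68), the last not without WT-v replicate 3 (-0.55) or under median scaling (-0.57).

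Other lists in WT-v were not called. Genes often induced by HDAC inhibition gave 0 higher and 2 lower of 13, namely CDKN1A and the histone gene H2AC6 (-0.88, a call that ended under median scaling at -0.44), with a test adjusted p = 0.38 and a median of the opposite sign. Limma gave 1 higher and 5 lower of them at an unadjusted p below 0.05. Under median scaling 6 of them were higher and 1 lower, with a median log2 of 0.11, or -0.13 less the median of all probes (0.24). Mesenchymal S-type markers gave 7 higher and 2 lower of 19 (adjusted p = 0.179), with VIM (2.61), COL3A1 (at least 2.47-fold) and SNAI2 (1.40) higher and CD44 lower (at least 4.14-fold). HIF target genes gave 1 higher and 10 lower of 28 (adjusted p = 0.133), or 5 and 4 under median scaling, with NDRG1 lower (at least 5.68-fold). Apoptosis regulators gave 0 higher and 7 lower of 21, or 4 and 10 by limma at an unadjusted p below 0.05, with the death receptor gene TNFRSF10B lower (-1.54), and p53 targets 1 and 6 of 22. Under median scaling, apoptosis regulators gave 6 higher and 2 lower and p53 targets 4 and 3, and less the median of all probes (0.24) the list medians were -0.16 and -0.24. Cholesterol biosynthesis gave 6 higher and 1 lower of 21, and was not called. The co-chaperone gene BAG3 (-3.29), the ER chaperone gene HSPA5 (-1.01), STMN4 (-2.83) and MGST2 (-2.42) also fell. Median, mean and test differed in sign for the study's resistance genes (2 higher, 3 lower) and for heat shock proteins (3 higher, 3 lower).

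Limma called 2850 probes higher and 2502 lower in WT-v, 5352 or 24.8% of those tested (1687 genes higher, 1492 lower). Higher probes were 53.3% of the calls and 84.8% under median scaling (5966 higher, 1073 lower). Without background correction 2472 probes were called, and 1507 on the authors' values.

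DoxR-v was compared with DoxR to ask how the line selected with vorinostat differed from the line selected without it. ABCB1 and BCL2 were both lower in DoxR-v. TH, DBH, TAGLN3, DLK1 and SCG5, which were low in DoxR, stood higher. Of 14 genes next to ABCB1, 8 were lower, and so were some cholesterol biosynthesis genes, among them SQLE and HMGCS1.

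TH was at least 223-fold higher in DoxR-v than in DoxR (log2 8.55, adjusted p = 1.03e-12). The G-protein gamma subunit gene GNG11 was at least 71.1-fold higher, TAGLN3 at least 50.1-fold, ECI2, an enoyl-CoA isomerase of fatty acid breakdown, at least 39.8-fold, DLK1 57.8-fold, YBX3 at least 29.6-fold and RPL39L at least 33.2-fold. LRRC17 was 94.2-fold lower and FGL2 at least 56.6-fold, both having risen in DoxR. GPR83 was lower by at least 28.1-fold, EPB41L3 by at least 17.5-fold and TTC9B by at least 14.9-fold. The aldo-keto reductase AKR1C2 was 37.7-fold lower, and NAV2, a neuron navigator, 34.1-fold. ABCB1 was 2.05-fold lower (log2 -1.04, adjusted p = 0.000154), BCL2 fell by 1.40 on the log2 scale and ABCC4 by 0.94. SST was at least 25.5-fold higher, PON2 6.72-fold and EPAS1 4.0-fold higher, CALD1 16.3-fold lower and GSTP1 lower at a log2 of -1.01.

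Several smaller differences between the resistant lines depended on processing. SIRT1 was lower (log2 -0.66), but not without DoxR-v replicate 2 (-0.56), on log2 signals without background correction (-0.57), under median scaling (-0.49) or on the authors' values (-0.49). BDNF was lower (-0.73), but not under median scaling (-0.57), on the authors' values (-0.54) or with averaged probes (-0.39). ABCC5 was lower (-0.82) and ABCC9 higher (1.62, at least 2.01-fold), and on the authors' values neither was called (-0.49 and 0.33). HIF1A (0.56) was not called, except without DoxR replicate 1 (0.69), without DoxR-v replicate 3 (0.68) and under median scaling (0.72). ABCB6 (-0.10) was not called.

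Genes next to ABCB1 gave 8 lower and 2 higher of 14 between the resistant lines (median log2 -0.93, or -0.62 with bounds for undetected genes, adjusted p = 0.0231, but adjusted p = 0.204 with an estimated correlation). DBF4 (-2.09), ADAM22 (-2.06) and SLC25A40 (-1.88) were lower and STEAP1 higher (at least 1.53-fold). Cholesterol biosynthesis gave 8 lower and 1 higher of 21 (median log2 -0.43, adjusted p = 0.0268, but adjusted p = 0.370 with an estimated correlation), with SQLE (-1.42), NSDHL (-1.18) and HMGCS1 (-1.02) lower and TM7SF2 higher (0.98). Neuropeptides and granins gave 8 higher and 2 lower of 18 (median log2 0.44, adjusted p = 0.0282, but adjusted p = 0.370 with an estimated correlation), with PROK2 (3.32) and SCG5 (2.82) higher beside SST and GAL lower (-1.25). Among lists that were not called, neurotrophin and GDNF signalling gave 0 higher and 4 lower of 6, also by limma at an unadjusted p below 0.05 (adjusted p = 0.191), and fatty acid oxidation 7 higher and 1 lower of 20 (adjusted p = 0.256). Mesenchymal markers gave 3 higher and 5 lower of 19, with SNAI2 (-3.22), COL3A1 (at least 4.10-fold) and VIM (-1.83) lower. CDKN1A (3.07), DBH (4.18), GPX3 (at least 9.48-fold), HMOX1 (2.31), ABCC3 (2.54) and TUBB4A (4.21) were higher, and DCX (-2.55) and MT2A (-2.64) lower. Median, mean and test differed in sign for the study's resistance genes (4 higher, 7 lower), doxorubicin targets, p53 targets, apoptosis regulators, antioxidant genes, and adrenergic and Schwann markers.

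Limma called 2723 probes higher and 2660 lower in DoxR-v than in DoxR, 5383 or 24.9% of those tested (1731 genes higher, 1681 lower). Higher probes were 50.6% of the calls and 65.8% under median scaling (3785 higher, 1969 lower). Without background correction 2860 probes were called, and 1838 on the authors' values.

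**Figure D3:**
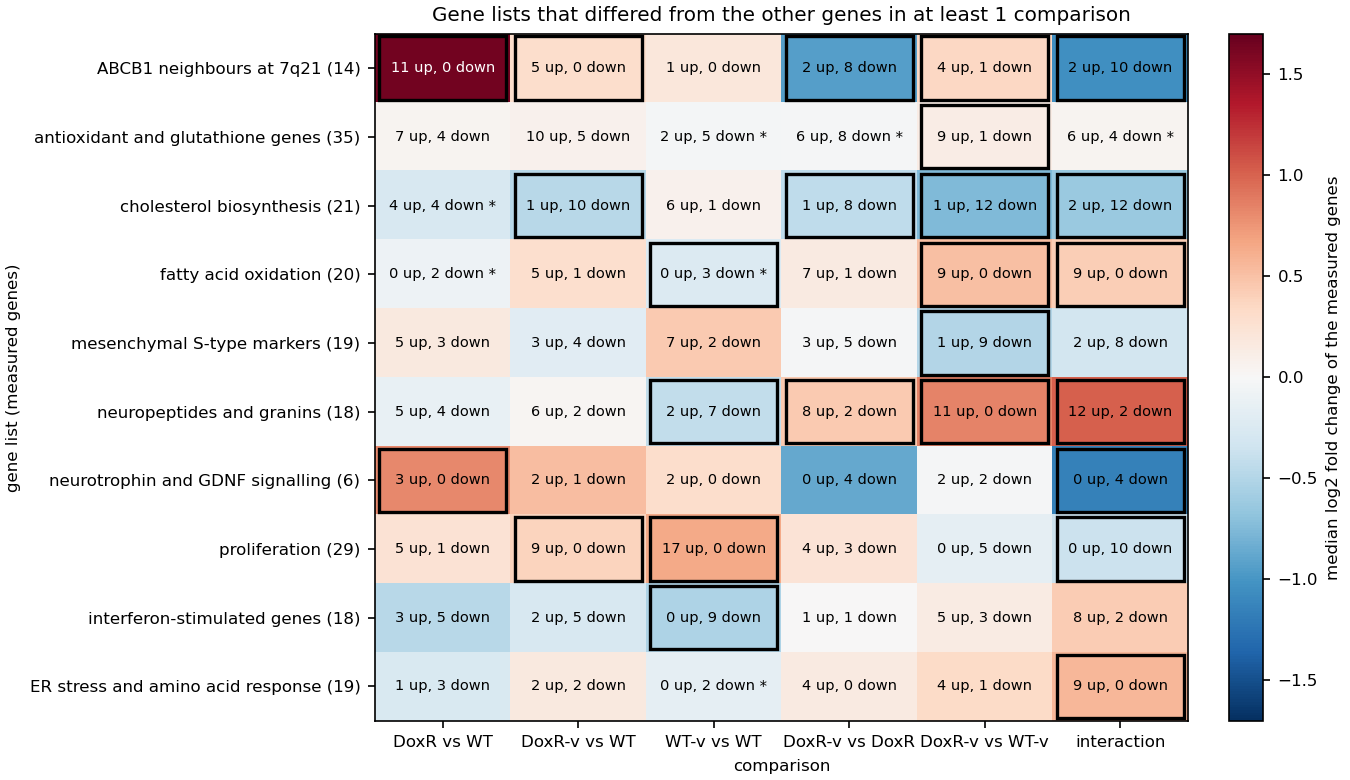
Median log2 fold change of each gene list called in at least 1 comparison, with the numbers of members higher and lower. Boxes mark an adjusted p below 0.1 by camera with the preset correlation, and stars mark medians that change sign when each array is scaled to one median, before the median of all probes is taken off. With it taken off, fatty acid oxidation stays lower in WT-v vs WT (-0.12).

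DoxR-v was compared with WT-v to ask how resistant and parental cells differed when both lines had received vorinostat. Of 18 neuropeptide and granin genes 11 were higher in DoxR-v, and of 21 cholesterol biosynthesis genes 12 were lower. Of 20 fatty acid oxidation genes 9 were higher. These were the lists whose call was kept with an estimated correlation. ABCB1 was modestly higher, and TH did not differ by the test.

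CD44 was at least 46.2-fold higher in DoxR-v than in WT-v, GNG11 75-fold higher and YBX3 at least 30.9-fold higher. MAGEB2 was at least 32.0-fold lower, LEF1, a transcription factor of the Wnt pathway, at least 8.93-fold lower, and GABRB1 at least 7.45-fold lower. ABCB1 was 1.63-fold higher (log2 0.70, adjusted p = 0.00348), ABCB6 was higher (0.95) and ABCC5 lower (-1.46). BDNF was 6.92-fold, PON2 5.45-fold and SST at least 26.6-fold higher. Neither of the 2 other tested probes of BDNF was called. CALD1 (-3.16) and GSTP1 (-1.01) were lower. EPAS1 was higher (0.86, adjusted p = 0.0461), but not without WT-v replicate 1 (0.78, adjusted p = 0.136) or without DoxR-v replicate 2 (0.56, adjusted p = 0.194). ABCC4 was higher (0.65), but not without WT-v replicate 3 (0.57), without background correction (0.56) or on the authors' values (0.47). SIRT1 was higher (0.81), but not on the authors' values (0.50), and ABCC9 lower (-1.04), but not on the authors' values (-0.39) or with averaged probes (-0.52). TH (-0.03), BCL2 (0.27) and HIF1A (-0.31) were not called.

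Neuropeptides and granins gave 11 higher and 0 lower of 18, or 14 and 0 by limma at an unadjusted p below 0.05 (median log2 0.84, adjusted p = 2.59e-08, adjusted p = 0.0286 with an estimated correlation), with NMU (4.61), PROK2 (at least 15.4-fold) and SCG5 (3.87) higher beside SST. Cholesterol biosynthesis gave 12 lower and 1 higher of 21 (median log2 -0.75, adjusted p = 0.000133, adjusted p = 0.0791 with an estimated correlation), with HMGCS1 (-1.67), MSMO1 (-1.67), ACAT2 (-1.65) and INSIG1 (-1.44) lower. Fatty acid oxidation gave 9 higher and 0 lower of 20, or 13 and 1 by limma at an unadjusted p below 0.05 (median log2 0.51, adjusted p = 0.000277, adjusted p = 0.0772 with an estimated correlation), with the carnitine shuttle genes SLC25A20 (1.05) and CPT2 (0.97), ECHS1 (1.00) and ACAA1 (0.79) higher. Antioxidant and glutathione genes gave 9 higher and 1 lower of 35 (median log2 0.12, adjusted p = 0.0230, but adjusted p = 0.124 with an estimated correlation), with GPX3 (2.15), GSTK1 (1.21) and NQO1 (1.18) higher beside PON2. Genes next to ABCB1 gave 4 higher and 1 lower of 14 (median log2 0.35), and mesenchymal S-type markers 1 higher and 9 lower of 19 (median log2 -0.49), each with adjusted p = 0.0665 but adjusted p = 0.144 with an estimated correlation. ELAPOR2 (3.5) and STEAP1 (at least 1.59-fold) were among the former, COL3A1 (at least 2.67-fold), SNAI2 (-2.05) and TWIST1 (-1.22) among the latter. CDKN1A (3.25) and TUBA4A (at least 10.4-fold) were higher. Tubulins gave 8 higher and 3 lower of 29 and proliferation genes 0 and 5 of 29 (1 and 9 by limma at an unadjusted p below 0.05), both with adjusted p = 0.11. Median, mean and test differed in sign for the study's resistance genes (7 higher, 5 lower), HIF targets (6 higher, 7 lower), glycolysis and neurotrophin signalling.

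Limma called 2362 probes higher and 2451 lower in DoxR-v than in WT-v, 4813 or 22.3% of those tested (1438 genes higher, 1491 lower). Higher probes were 49.1% of the calls and 53.1% under median scaling. Without background correction 2219 probes were called, and 1372 on the authors' values.

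The interaction asked whether the vorinostat difference among resistant cells departed from that among parental cells. With the fold threshold applied, the interaction was the comparison with the most calls. By the adjusted p threshold alone it was not, with 9517 probes against 10192 in DoxR vs WT. For GNG11 (log2 9.07), the neurofilament heavy chain gene NEFH (7.70) and TAGLN3 (7.60) the difference was higher in resistant cells. For LRRC17 (-9.96), LEF1 (-7.30) and the neuronal membrane protein gene SLITRK1 (-6.92) it was lower. Of these genes, GNG11 and TAGLN3 were not detected in DoxR, LEF1 not in DoxR-v and SLITRK1 not in WT, so that their sizes and their order are not exact. With each level raised to at least the lowest level among detected probes of its array, the values were 8.37 for GNG11, 7.17 for TAGLN3, -6.32 for LEF1 and -5.63 for SLITRK1. The same held at smaller size for ABCB1 (-1.39, adjusted p = 0.000271), BCL2 (-1.04), BDNF (-1.80), CALD1 (-3.60), GSTP1 (-0.89) and ABCC4 (-0.79), the last not with averaged probes (-0.52). No other tested probe of BDNF was called in the interaction.

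YBX3 (5.77), SST (5.44), TH (3.17), ABCC9 (2.99) and PON2 (2.97) had a higher vorinostat difference in resistant cells. All but PON2 were undetected in at least 1 group, as was BDNF, and with levels raised in the same way the values were 5.08 for YBX3, 4.86 for SST, 2.42 for TH, 2.38 for ABCC9 and -1.08 for BDNF. EPAS1 was called (1.05, adjusted p = 0.0727), but the call ended without any of WT replicate 1 (0.71), WT-v replicate 1 (0.96), WT-v replicate 2 (1.06), DoxR replicate 1 (1.08), DoxR replicate 3 (0.93) or DoxR-v replicate 2 (0.74), and under median scaling (0.77). ABCB6 (0.11), ABCC5 (-0.50), SIRT1 (-0.38) and HIF1A (-0.41) were not called, though ABCC5 was without DoxR-v replicate 1 (-0.62) and under median scaling (-0.72), HIF1A without WT replicate 3 (-0.63), and SIRT1 under median scaling (-0.67). Among list members, CDKN1A (7.54), SCG5 (7.25), GPX3 (4.84), DBH (4.77) and ABCC3 (4.25) were higher, and COL3A1 (-5.22), SNAI2 (-4.62) and VIM (-4.44) lower. With raised levels GPX3 was at 4.65 and COL3A1 at -3.34.

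Gene lists called in the interaction were genes next to ABCB1 (2 higher, 10 lower, median log2 -1.04, adjusted p = 0.0146, but adjusted p = 0.136 with an estimated correlation), cholesterol biosynthesis (2 higher, 12 lower, median -0.63, adjusted p = 0.0243, but adjusted p = 0.239 with an estimated correlation) and fatty acid oxidation (9 higher, 0 lower, median 0.42, adjusted p = 0.009, but adjusted p = 0.142 with an estimated correlation). Neuropeptides and granins (12 higher, 2 lower, median 1.02) had adjusted p = 0.000945, but adjusted p = 0.136 with an estimated correlation, and neurotrophin and GDNF signalling (0 higher, 4 lower, median -1.14) had adjusted p = 0.0374, but adjusted p = 0.165 with an estimated correlation. Proliferation (0 higher, 10 lower, median -0.37) had adjusted p = 0.0458, but adjusted p = 0.531 with an estimated correlation, and ER stress and amino acid response (9 higher, 0 lower of 19, median 0.57) had adjusted p = 0.0472, but adjusted p = 0.342 with an estimated correlation. At an unadjusted p below 0.05, limma gave 10 higher and 1 lower for fatty acid oxidation, 0 and 4 for neurotrophin signalling, 2 and 13 for proliferation, and 12 and 1 for ER stress. CPT2 (1.5) and HSPA5 (1.15) were higher, SQLE (-1.66) and CENPF (-1.88) lower. Median, mean and test differed in sign for the study's resistance genes, ABC transporters, glycolysis and adrenergic markers. Limma called 3979 probes higher and 4303 lower, 8282 or 38.3% of those tested, and under median scaling the share of higher probes went from 48.0% to 35.1% (3027 higher, 5595 lower). Without background correction 5040 probes were called, and 3307 on the authors' values. Across all comparisons camera called 25 list tests with the preset correlation, of which 4 were kept with an estimated correlation.

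The comparisons that share the WT arrays were set beside each other to ask how far the lines moved together. Log2 changes of DoxR and DoxR-v from WT correlated with r of 0.47, where unchanged groups that share the same controls gave 0.50 in simulation, so that the correlation itself shows nothing. The covariance was 0.197 against 0.0173 simulated. The simulation held no real differences, so a WT line unlike all the others would raise the covariance as well. It therefore cannot show that the other lines changed together. For the pairs below that share no arrays the covariance was -0.0193 and 0.000312. DoxR-v and DoxR shared 1091 higher and 1138 lower probes, against 373 and 343 for independent lists, a count that leaves out the shared WT arrays, so that these overlaps have no usable value for no change. DoxR and WT-v had r of 0.47 (0.50 simulated) and shared 1189 higher and 1137 lower probes, against 433 and 363 for independent lists. DoxR-v and WT-v had r of 0.51 (0.50 simulated) and shared 976 higher and 1078 lower probes, against 324 and 274. MECOM, LRRC17, BDNF, GRIN1 and VIM were each higher than WT in at least a pair of the other groups.

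Other pairs of comparisons share no arrays. The vorinostat differences, WT-v from WT and DoxR-v from DoxR, correlated with r of -0.05, and of 1769 probes called in both, 986 moved in opposite directions, so that 44.3% moved the same way. LRRC17, CDKN1A, SCG5 and COL3A1 were among those that moved in opposite directions, while TH rose in both. The resistance differences, DoxR from WT and DoxR-v from WT-v, correlated with r of 0.00, and of 1931 probes called in both, 944 moved in opposite directions and 51.1% the same way. ABCB1, BDNF and GSTK1 rose in both of these.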

Values the study reported

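For SK-N-SH cells, the paper tabulates a fold change of 4.63 for ABCB1 in the DoxR line and of 1.98 in the DoxR-v line. TH is given at -1.87 in DoxR and 25.5 in DoxR-v. Among genes listed for the DoxR-v line, its arrays give SST at 5.94, PON2 at 3.40 and EPAS1 at 2.12. The paper also gives qRT-PCR values for these genes, which are larger than its array values in SK-N-SH.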

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

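The other divisions of the arrays and the level of the brightest MYCN probe were tested as written before the result was seen, and the remaining tests of explanations here were chosen after it was seen.

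The results below call for a closer look because the vorinostat difference was not the same in resistant and in parental cells, by limma's test of the difference between the differences. In all 8282 probes were called. The difference was higher in resistant cells for GNG11 (log2 9.07), NEFH (7.70), TAGLN3 (7.60), YBX3 (5.77), SST (5.44), TH (3.17), ABCC9 (2.99), PON2 (2.97) and EPAS1 (1.05), and lower for LRRC17 (-9.96), LEF1 (-7.30), SLITRK1 (-6.92), CALD1 (-3.60), BDNF (-1.80), ABCB1 (-1.39), BCL2 (-1.04), GSTP1 (-0.89) and ABCC4 (-0.79). Among gene lists, the median difference was higher for neuropeptides and granins (1.02), ER stress and amino acid response (0.57) and fatty acid oxidation (0.42), and lower for neurotrophin and GDNF signalling (-1.14), genes next to ABCB1 (-1.04), cholesterol biosynthesis (-0.63) and proliferation (-0.37). Of these 7 list calls 0 were kept by camera with an estimated correlation (adjusted p from 0.136 to 0.531). Sizes for genes that were undetected in a group, such as GNG11, SST and TH, rest on the fitted background and are not exact. TH was higher with vorinostat among both parental and resistant cells, and the difference was larger among resistant cells, where DoxR had no detected TH. The lines given vorinostat did not differ in TH by the test (log2 -0.03 in DoxR-v vs WT-v). The interaction for TH therefore reflects its lower level in DoxR than in WT (log2 -3.20), not a higher level reached with vorinostat. On the authors' normalized values, with their compressed low end, the interaction for TH was 0.91. The EPAS1 call is the weakest of these, since it ended without DoxR-v replicate 2 (0.74) and without WT replicate 1 (0.71). With groups of 3 arrays no rule for odd arrays was applied, but WT replicate 3 lay apart from the other WT arrays on the fourth component (-35.1 against 4.08 and 17.3), and without it 9021 probes were called.

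Other divisions of the same arrays gave fewer calls than the real groups. For the comparisons of 3 arrays with 3, only 10 divisions exist, too few for a share under 0.05. The real division gave 6415 calls in DoxR vs WT (highest other 0), 4821 in DoxR-v vs WT (193), 5352 in WT-v vs WT (0), 5383 in DoxR-v vs DoxR (0) and 4813 in DoxR-v vs WT-v (1), and in each of these comparisons 1 division, the real one, gave as many calls. For the interaction, 1 of 100 divisions, the real one, gave as many calls as the real 8282. The highest other division gave 7725 and exchanged all labels within 1 pair of groups, and without it the highest was 4507 (median 0). Most divisions mix unlike groups and so inflate the spread, whether or not an interaction exists, and the divisions that keep the groups whole are too few for a share under 0.05.

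The cells are labelled SK-N-SH, a line without MYCN amplification, while the other line of the study, SK-N-BE(2)C, carries it. On these arrays, MYCN was among the brightest transcripts, with at most 0.453% of detected probes at or above its brightest probe on any array (log2 13.66 to 13.95). A high level would go with MYCN amplification, but no SK-N-BE(2)C array was available here for comparison. Folds of SST, YBX3, EPAS1 and GSTP1 in DoxR-v on the authors' normalized values equal, within rounding, the ones the study tabulates for SK-N-SH. Those of PON2, ABCC5 and ABCB1 in DoxR-v differ from them but lie nearer to them than to those of the other line. The same held for SIRT1 and ABCC4 in DoxR, and for TH, BDNF, ABCC9 and ABCB6 in both resistant lines. Those of CALD1 in DoxR-v and of ABCB1 in DoxR lie nearer to the ones tabulated for the other line. Both genes have other tested probes, and 1 probe per gene was compared here. In the main results ABCC3 fell in DoxR, where the study gives a change for the other line alone. The fold of ABCC3 on the authors' normalized values was not compared. BCL2 rose in DoxR by more than the study gives for SK-N-SH, in the main results and on the authors' normalized values. SK-N-SH is the only line with a BCL2 change there. Of the 2 other tested probes of BCL2, 1 was called higher in DoxR. In the other direction, ABCC5 fell in DoxR on both sets of values, where the study gives a change for SK-N-SH alone. The equal folds make it probable that these are the arrays the study analysed as SK-N-SH, and the exceptions leave room for doubt. What remains open as a possible explanation is an exchange of the cells before that. The study also reports separate doxorubicin sensitivities and vorinostat doses for its lines, which were not analysed here. They show that the cultures differed, and cannot tell which name belongs to which culture. Cross-binding by the MYCN probes remains open by a narrow margin, because the dimmer probe had 1.87% to 5.03% of detected probes at or above it, passing 5% on WT replicate 2 alone. A mixed culture with substrate-adherent cells is known for SK-N-SH. Of the markers of such cells 11 of 30 were detected on all WT arrays (36.7%), VIM, CD44 and SNAI2 among them, against 19 of 22 adrenergic markers (86.4%). A share of markers detected in bulk RNA cannot exclude a minority of such cells, so a mixed culture remains open.

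Genes next to ABCB1 rose together in DoxR, and levels also shifted along whole chromosomes. A bias of the normalization with level is argued against, since random lists matched on level reached such a median in a share of 1e-04, the smallest that 10000 lists can give, and 1 odd array by the lowest median over the 9 pairs of a DoxR and a WT array (1.42). A gain of the segment in the DoxR line remains open and may account for the 11 neighbours called higher. Neighbouring genes were correlated along chromosomes in DoxR, DoxR-v and WT-v against WT (r of 0.265, 0.223 and 0.0958, where shuffled order gave at most 0.0406, 0.0319 and 0.0357), as copy number differences would produce. Noise of single arrays is argued against as the whole cause for DoxR and DoxR-v, where chromosome 22 and chromosome 6 shifted by at least 0.70 and 0.33 in all 9 pairs of arrays, against at most 0.16 for any autosome of a single array within its group. For WT-v such noise remains open, since neighbouring genes reached an r of 0.285 in WT-v replicate 3 against the other arrays of its group, above the 0.0958 of the comparison itself.

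The difference between cells with and without vorinostat was not shared by parental and resistant cells. Noise that hides a shared response is argued against, since of the probes called in both comparisons 44.3% moved the same way, and the normalization by the highest r over the other normalizations (-0.00682). Chromosome-wide shifts that mask a shared response are argued against by an r of -0.113 after the running median of neighbouring genes was taken off. What stays open, as untested, is whether resistance changes the response to vorinostat or whether the lines drifted apart during separate culture. No group in the design separates these.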

How the results depend on the processing

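The gene list tests under median scaling and on the authors' values were chosen after the result was seen, and the other alternatives were planned. Counts of called probes are given in the order DoxR vs WT, DoxR-v vs WT, WT-v vs WT, DoxR-v vs DoxR, DoxR-v vs WT-v, interaction, and probes called only in DoxR-v. They moved most on the authors' values (2072, 1323, 1507, 1838, 1372, 3307, 536), on log2 signals without background correction (3281, 2179, 2472, 2860, 2219, 5040, 814) and at an adjusted p below 0.05 with a fold above 2 (2450, 1453, 1677, 2039, 1498, 4158, 591). Leave-one-out counts ran from 6167 to 7342, 4585 to 5790, 4887 to 6483, 5341 to 5488, 4527 to 5204, 7817 to 9021, and 1392 to 1638. Camera called 25 list tests, 4 with an estimated correlation. Fry called 132, but it asks whether a list changed at all, not whether it changed more than the other genes. On log2 signals without background correction camera called 27, under median scaling 32 and on the authors' values 27. With the replicate block the counts were 6411, 4817, 5338, 5375, 4806, 8225 and 1505, with 26 list tests, and the replicate numbers did not pair the arrays (r from -0.33 to 0.17 over 18 pairs with the same number). Under median scaling the median log2 of all tested probes was 0.13, 0.26, 0.24, 0.10, -0.01 and -0.14, where with quantile normalization it lay between -0.02 and 0.02. The highest leave-one-out counts of DoxR, DoxR-v and WT-v against WT and of the interaction (7342, 5790, 6483 and 9021) all came without WT replicate 3. Of 697 gene results, 381 were the same in every alternative. With averaged probes, 2 changed direction, both for ZMAT3, a p53 target, in DoxR-v vs WT-v (0.71 to -0.44, adjusted p = 0.00383) and in the interaction (1.2 to -0.25). Calls ended for 163 gene results on the authors' values, 156 at an adjusted p below 0.05 with a fold above 2, and 90 without background correction. They ended for 42 under median scaling, 24 with averaged probes, 4 with no filter and 2 with the 6 arrays compared. At an adjusted p below 0.05 with no fold threshold 2 ended and 55 were gained. None ended with detection on all 3 arrays of a group, the replicate block or the trend and robust options. Median scaling gained 34 calls, averaged probes 4 and the authors' values 2. Leaving out 1 array at a time ended 84 and gained 84 of 8364. Correlations of the comparisons that share WT were 0.46, 0.43 and 0.51 without background correction. A slide block was not run, because the files used here name no slide, and neither was a split of the 3 WT arrays.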

Other observations

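The biology described in this paragraph was noticed after the result was seen. In WT-v, 7 of 13 small nuclear and related RNA genes, taken by their RNU or RNVU symbols, were higher than in WT, including RNU4-1 (3.14) and RNU5A-1 (3.11), while others such as RNU4-2 (-0.42) and RNU6ATAC (-0.37) were not called. In DoxR, 3 of the 13 were lower and 0 higher. The group was not tested as a list. These RNAs carry no poly(A) tail, so their signal depends on how the RNA was labelled. On chromosome 22, 92.2% of 166 genes were lower in DoxR than in WT (median log2 -0.69), while the median in DoxR-v was -0.08 and in WT-v 0.03. Of 22 autosomes, 18 departed from random gene lists matched on level in DoxR, 20 in DoxR-v and 11 in WT-v, over 6675 genes. But only 7, 5 and 1 shifted in all pairs of arrays by more than any autosome of a single array within its group.

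Some genes of this report are also tabulated by the study. ABCB1 rose 4.26-fold in DoxR and 2.08-fold in DoxR-v. The study gives close values for both. TH fell at least 5.46-fold in DoxR and rose 40.7-fold in DoxR-v. The study has the same directions for TH with smaller sizes. SST rose at least 23.3-fold and EPAS1 3.52-fold in DoxR-v. The array values of the study are smaller for both. Its qRT-PCR value lies below this bound for SST and slightly above the value here for EPAS1. On the authors' normalized values, the log2 changes in DoxR-v were 2.57 for SST, 1.08 for EPAS1 and 4.73 for TH. Taken as folds, these equal or come close to the array values that the study tabulates. The gap to those array values therefore probably comes with the normalization and its compressed low end. PON2 rose 4.68-fold in DoxR-v. The array value of the study is somewhat smaller for it, and the qRT-PCR value is larger.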
